A study of Drosophila melanogaster with 12 samples. Its data were reported in "Enteric infection induces Lark-mediated intron retention at the 5′ end of Drosophila genes" (2020).

How the data were processed

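Whole guts of adult female Drosophila melanogaster of the w1118 laboratory strain were profiled by RNA-sequencing. The flies were 2 to 3 days old, were reared at 25 °C and were starved for 2 h at 29 °C. They were then fed 1.5X sucrose as the control, or one of the Gram-negative bacteria Pseudomonas entomophila (Pe) and Erwinia carotovora carotovora 15 (Ecc15), both given at an optical density of 100. Guts of 30 flies made 1 sample. Groups and replicate numbers were taken from the sample titles, which give 3 treatments at 4 h and 16 h with 2 replicates in each of the 6 groups. One protocol entry gives the earlier collection time for every sample, whereas the titles and the design give both times; the titles were used. The experiment was performed 2 times, and the replicate number was read as the experiment.

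Per the labels, the libraries were paired-end, stranded and made from polyadenylated RNA. Per the study's methods, the authors trimmed adapters and low-quality bases with cutadapt, aligned the read pairs with STAR to the fifth release of the reference genome, and made the deposited counts of reads per gene with HTSeq-count on the Ensembl annotation of that release. Replicates were not pooled. The strand setting of the counting and the treatment of reads that fit several places are not given in the sources used here. Values of near-identical or overlapping genes are therefore uncertain, including the GstD, PGRP-SC, Mal-A and LMan families, AttA and AttB, DptB, RpS15Ab, iotaTry and the Prx6c and CG12896 neighbourhood. The deposited table held 14869 genes, each with a FlyBase identifier and none of them repeated, and only whole numbers. Of these genes 1616 had no read in any library. There was no line for reads outside genes, so library totals are totals of assigned reads. A table of current gene names gave a symbol for 13524 of the genes and for 9424 of those tested. The annotation at hand was of a later genome release than the one the counts were made on, so no coordinates are given, and its gene lengths were used only for a check of length bias.

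Totals lay between 22152595 and 51959431 reads per library. A gene was tested if at least 3 of the 12 libraries held more than 5 of its reads, as in the study's methods. This left 10234 genes; another 3019 had a read and were not tested. The tested genes held at least 99.958% of the reads of every library. Reads without molecular identifiers are not independent molecules, so intervals from read counts cover counting error only; 95% intervals of a ratio are exact. A group without a read was given a floor of 3 reads over the group.

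Counts were analysed in R 4.3.3 with limma 3.58.1. Scaling factors came from the trimmed mean of M values (TMM) in edgeR 4.0.16, the voom function gave a weight to each observation, and 1 linear model of 6 group means was fitted to all 12 libraries, so that the groups shared 1 estimate of the spread per gene. Tests were limma's moderated test, 2-sided, with Benjamini-Hochberg adjustment within each comparison, and a gene was called changed at an adjusted p under 0.05. Values given per gene are CPM, the read count relative to the TMM-scaled library total, as mean and SD of 2 libraries. The model follows the study's methods, which name limma and voom and, for the libraries used here, no block. Those methods say that voom also estimated sample weights. This was read as the observation weights of voom; it can also be read as quality weights per library, which were run as an alternative and change the order of the counts. The TMM factors are a choice made here. edgeR's quasi-likelihood test, the more usual count test, was also run as an alternative.

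The groups, the 9 comparisons, the tests, the gene lists, the rule for named genes and the alternatives were set before the data were examined. The comparisons were each pathogen with the control of the same time, the pathogens with each other at each time, the controls of both times, and the difference of each pathogen's response between 16 h and 4 h. Named genes were lark, which the study followed up, and other genes named in its text. Of these, Atf-2 and p38c were not analysed here. In each infection comparison the 3 raised and 3 lowered genes of largest log2 fold change were also named, among genes past the threshold with a mean log2 CPM of at least 1 and both infected libraries on one side of both controls. For comparisons between pathogens and between times the same rule named 2 genes each way, without the last condition for times. The member with the smallest adjusted p in Pe at 4 h was named for each list. Some genes fell under several parts of the rule.

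Sets of genes were 8 lists written from general knowledge of the fly gut: antimicrobial and IMD-pathway genes (25 tested), epithelial renewal and stress signalling genes (16), oxidative stress and detoxification genes (29), heat shock genes (13), digestive enzyme genes (48), splicing regulator genes (32, with Clk by mistake), cytoplasmic ribosomal protein genes (74) and ovary genes (10). The last served as a check for tissue carried over in dissection. No tested gene was in more than 1 list. Lists were tested with camera at a preset correlation of 0.01, adjusted over 32 tests, with fry and with camera at an estimated correlation as alternatives. List tests of the difference between times were added after the data were seen and adjusted over 16 tests. Correlations of the responses across genes were set beside 100 simulations in which all 12 libraries, controls included, were drawn from the mean of the 4 control libraries. Every group was drawn with the same spread per gene.

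The alternatives were edgeR's quasi-likelihood test, the Wald test of DESeq2 1.42.0, library sizes without TMM factors, median-of-ratios factors, no filter beyond 1 read, a filter of CPM above 1 in 2 libraries, the replicate number as a block, quality weights per library, a model of only the libraries compared, counts thinned to the shallowest total, a minimum log2 change of 1, and leaving out each library of a comparison in turn. In the last, the lone library of a group is assumed to vary like the other groups. edgeR and DESeq2 were not run for lists or overlaps, and the minimum change was applied to gene counts only.

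The procedure was tested on simulated data with 200 genes changed by 2 on the log2 scale, each with over 1 CPM in the controls. All groups were drawn with the same spread per gene, and genes independently of each other. In Pe at 4 h, where 9847 simulated genes passed the filter, it recovered 157 (78.5%) with 8 false calls. For the difference of the Pe response between times it recovered 50 (25%) of 200 with 2 false calls among 9841 genes, and between the controls 148 (74%) with 4 false calls among 9846. A list lowered by 1 was recovered at a median of -0.957, and 0 of the 7 other lists passed the threshold. Real Pe replicates lay further apart than those of the other groups, so these rates may not hold for Pe comparisons. Genes drawn independently cannot test the correlation that camera assumes.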

Results

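To compare the gut transcriptional response to a lethal and a non-lethal pathogen, RNA-sequencing libraries were made from guts of w1118 females fed sucrose, Pe or Ecc15. The data comprised 12 libraries, 2 for each of 6 groups, with collection at 4 h and 16 h. The design asks which genes changed after each infection, whether the pathogens differed, and whether the response changed with time. Values are read counts per gene. The control libraries held 39036139 and 43316185 reads at 4 h and 27877824 and 43673381 reads at 16 h. The Pe libraries held 41600689 and 51959431 reads at 4 h and 42734931 and 48096361 at 16 h. The Ecc15 libraries held 41101351 and 45646298 reads at 4 h and 30334061 and 22152595 at 16 h. The shallowest library was thus Ecc15 16 h replicate 2.

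The share of reads taken by the 10 most abundant genes differed between groups. It was 20.36% to 22.72% in the controls and 13.77% to 19.22% in Ecc15 libraries. In Pe libraries it was 14.59% and 10.35% at 4 h, and 14.96% and 7.387% at 16 h. The TMM factor lay between 0.7931 (Ecc15 16 h replicate 2) and 1.604 (Pe 16 h replicate 2). Changes reported below are relative to this scaling. With library sizes alone, the median log2 change of all tested genes moved to 0.636 in Pe at 16 h, 0.767 between the pathogens at 16 h, 0.523 in the difference of the Pe response between times, 0.266 between the pathogens at 4 h, -0.133 in Ecc15 at 4 h and -0.139 between the controls.

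Replicates of the control and Ecc15 groups lay closer together than those of the Pe groups. Across genes, which are not independent replicates, Pearson's r of log2 CPM was 0.974 to 0.982 in the control and Ecc15 pairs, 0.954 in Pe at 4 h and 0.912 in Pe at 16 h. More than 1 log2 unit separated the replicates at 6.71% to 9.97% of genes in the control and Ecc15 pairs, at 20.9% in Pe at 4 h and at 27.0% in Pe at 16 h. In a principal component analysis, the first component held 39.9% of the variance and the second 20%. The 4 controls lay between -63.7 and -61.1 on the first component, the 4 Ecc15 libraries between -9.93 and 6.13, and the 4 Pe libraries between 31.9 and 119.

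**Figure D1:**
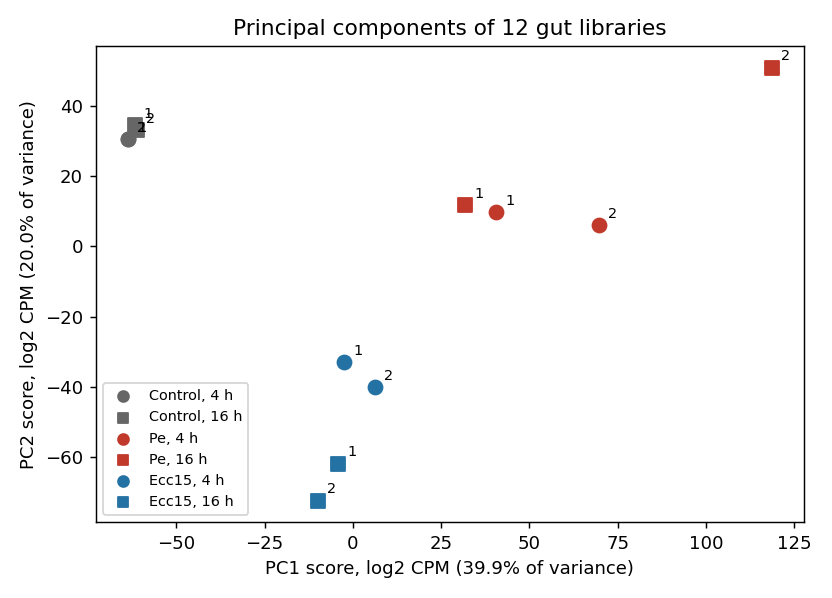
Scores of the 12 libraries on the first and second principal components of log2 CPM (axes in score units, with the percent of variance), coloured by treatment, with circles for 4 h, squares for 16 h and the replicate number beside each point. The controls lie together at -63.7 to -61.1 on the first component, and Pe 16 h replicate 2 lies farthest from them, at 119.

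Infection changed many genes at both times. Of 10234 genes tested, 2178 (21.3%) were changed in Pe at 4 h, of which 1351 were higher and 827 lower than in the control. In Ecc15 at 4 h, 1036 genes (10.1%) were changed, 608 higher and 428 lower. At 16 h, 2658 genes (26%) were changed in Pe, 1380 higher and 1278 lower, and 1674 (16.4%) in Ecc15, 846 higher and 828 lower. Among the changed genes, 1483, 725, 1875 and 1149 also exceeded a log2 change of 1, in the same order of comparisons. The larger count for Pe held only where all groups shared 1 estimate of the spread. With a quality weight per library, 2154 genes were changed in Pe and 3682 in Ecc15 at 4 h, and 1261 and 4533 at 16 h. With a model of only the libraries compared, the counts were 1086 and 3062 at 4 h and 410 and 3795 at 16 h, among 9157 to 9583 genes that passed the filter there. The weights were 0.171 to 0.356 for the Pe libraries and 1.66 to 2.26 for all others. No order of the pathogens by number of changed genes can therefore be read from these libraries. The direction of change also moved with the scaling. Without TMM factors, 86.7% of the genes changed in Pe at 16 h were higher, against 51.9% with them, and in Ecc15 at 4 h 45.2% were higher, against 58.7%.

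**Figure D2:**
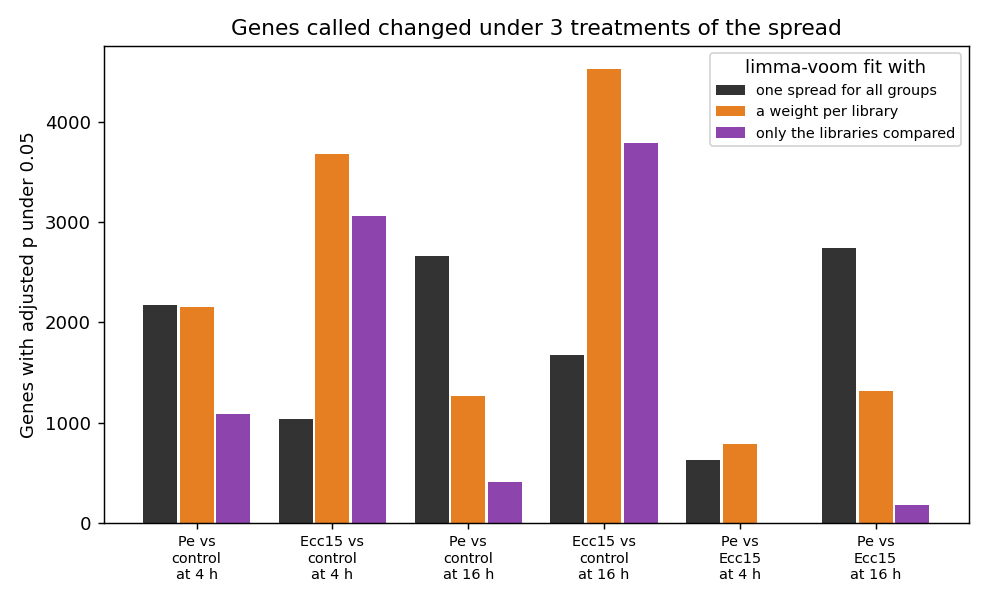
Number of genes called changed (adjusted p under 0.05, vertical axis from 0) in each infection comparison and between the pathogens, with 1 bar for each of 3 treatments of the spread in limma-voom (black, 1 estimate over all groups; orange, a weight per library; purple, only the libraries compared). At 4 h black bars are higher for Pe (2178) than for Ecc15 (1036), and orange bars are lower (2154 and 3682).

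The counts also depended on single libraries, each of which left its group with 1 library when removed. For Pe at 4 h, 800 and 748 genes were changed without control replicate 1 and 2, 2488 without Pe replicate 1 and 1485 without Pe replicate 2. For Ecc15 at 4 h, the counts were 248 and 181 without control replicate 1 and 2, and 267 and 202 without Ecc15 replicate 1 and 2. For Pe at 16 h, they were 1065 and 982 without control replicate 1 and 2, 4312 without Pe replicate 1 and 2631 without Pe replicate 2. For Ecc15 at 16 h, they were 461 and 523 without control replicate 1 and 2, and 482 and 500 without Ecc15 replicate 1 and 2.

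At 4 h after Pe, the genes raised most were CG14499 (FBgn0034317), CG6996 (FBgn0036950) and CG14204 (FBgn0031032). CG14499 rose from 0.156 ± 0.0306 to 1782 ± 514 CPM (SD, n = 2), with a log2 fold change of 13.36 (SE 1.25, limma adjusted p 0.000402). CG14204 rose from 0.968 ± 0.219 to 687 ± 505 CPM, a log2 fold change of 9.22 (SE 0.745, limma adjusted p 0.000248). CG6996 rose by 9.35 on the log2 scale (limma adjusted p 0.0157). It had 256.8 CPM in Pe replicate 1 and 28.9 in replicate 2, and was not called without control replicate 1 (limma adjusted p 0.11), without control replicate 2 (0.105), or with only the libraries compared (0.0673). The genes lowered most were ninaD (FBgn0002939; log2 fold change -5.70, limma adjusted p 0.00142), CG15263 (FBgn0028853; -5.32, 0.0426) and Cyp4d14 (FBgn0023541; -5.28, 0.000402). CG15263 was not called when any 1 of the 4 libraries was left out, with limma adjusted p of 0.139 and 0.102 without control replicate 1 and 2 and 0.109 and 0.186 without Pe replicate 1 and 2, nor with quality weights (0.0528).

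At 4 h after Ecc15, CG14499 rose by 9.72 on the log2 scale (SE 1.23, limma adjusted p 0.00315), to 143 ± 46.4 CPM (SD, n = 2). PGRP-SD (FBgn0035806) rose from 0.405 ± 0.00187 to 270 ± 75 CPM (log2 fold change 9.31, SE 0.545, limma adjusted p 0.000169) and GstD8 (FBgn0010044) from 2.27 ± 0.604 to 745 ± 329 CPM (8.31, SE 0.468, limma adjusted p 0.000169). GstD8 belongs to a family of similar copies. The genes lowered most were ninaD (log2 fold change -5.58, limma adjusted p 0.00413), Ser8 (FBgn0019928; -4.88, 0.0107) and Ktl (FBgn0038839; -4.50, 0.00355). Ser8 was not called when any 1 library was left out, with limma adjusted p of 0.0738 and 0.0869 without control replicate 1 and 2 and 0.0718 and 0.0515 without Ecc15 replicate 1 and 2.

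At 16 h after Pe, CG33468 (FBgn0053468) rose from 0.144 ± 0.0911 to 740 ± 205 CPM (SD, n = 2), a log2 fold change of 12.20 (SE 0.684, limma adjusted p 5.38e-05). CG6996 rose by 11.83 (SE 2.45, limma adjusted p 0.0098) and was not called without control replicate 1 (limma adjusted p 0.0696) or replicate 2 (0.0887). DptB (FBgn0034407) rose by 10.47 (SE 1.33, limma adjusted p 0.00118), from 1 and 4 reads in the controls. The genes lowered most were ninaD (log2 fold change -8.64, limma adjusted p 0.000638), LManVI (FBgn0032069; -8.45, 0.000114) and CG12057 (FBgn0030098; -7.89, 0.0018). The call of ninaD was lost with quality weights (limma adjusted p 0.0965) and that of CG12057 with only the libraries compared (0.0662). LManVI is 1 of several neighbouring similar genes.

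At 16 h after Ecc15, DptB rose by 11.44 on the log2 scale (SE 1.33, limma adjusted p 0.0024), GstD8 by 10.56 (SE 0.538, limma adjusted p 0.000116) and edin (FBgn0052185) by 8.97 (SE 1.35, limma adjusted p 0.00487). DptB reached 254 ± 106 CPM and GstD8 2455 ± 324 CPM (SD, n = 2). The controls held 0 and 5 reads of edin, so the size of its rise is uncertain. The genes lowered most were Ktl (log2 fold change -6.38, limma adjusted p 0.00418), lectin-24A (FBgn0040104; -5.77, 0.0488) and SmydA-9 (FBgn0030102; -5.08, 0.000724). Lectin-24A was not called when any 1 library was left out, with limma adjusted p of 0.118 and 0.136 without control replicate 1 and 2 and 0.235 and 0.196 without Ecc15 replicate 1 and 2, nor with the filter of CPM above 1 (0.0662).

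The study followed up lark (FBgn0011640), an RNA-binding protein gene, and reported that infection raises its level in wild-type flies. The lark levels in its figure came from quantitative PCR of guts from other crosses, 4 h after Pe. In the libraries used here lark had 69.7 ± 6.8 CPM in the 4 h control, 59.7 ± 16.3 in Pe and 70.2 ± 2.51 in Ecc15 (SD, n = 2). At 16 h it had 63.1 ± 12.1 CPM in the control, 91.2 ± 44.1 in Pe and 84.7 ± 2.28 in Ecc15. The log2 fold changes were -0.26 (SE 0.32, limma adjusted p 0.599) and 0.01 (SE 0.319, 0.988) for Pe and Ecc15 at 4 h, and 0.47 (SE 0.324, 0.318) and 0.43 (SE 0.31, 0.383) at 16 h. None passed the threshold, so the main fit neither shows the reported rise nor excludes it. The difference between the pathogens was -0.27 at 4 h (limma adjusted p 0.624) and 0.04 at 16 h (0.947), and the controls of both times differed by -0.15 (limma adjusted p 1). The differences of the response between times were 0.72 for Pe (limma adjusted p 0.52) and 0.42 for Ecc15 (0.878). The Pe change at 16 h rested on single libraries. It was 0.99 without Pe replicate 2 (limma adjusted p 0.0289) and -0.06 without Pe replicate 1 (0.882), and 1.06 without TMM factors (0.0247). At 4 h the Pe change was 0.01 without Pe replicate 1 and the Ecc15 change -0.09 without control replicate 1 and -0.02 without Ecc15 replicate 2. The difference between the pathogens turned to 0.03 at 4 h and -0.49 at 16 h without Pe replicate 1, and that between the controls to 0.04 without 16 h control replicate 2. The Ecc15 change at 16 h passed the threshold with quality weights (0.43, limma adjusted p 0.0499). RpL32 (FBgn0002626), the reference of the study's quantitative PCR, fell by 0.76 in Pe at 4 h (limma adjusted p 0.0673) and by 1.30 at 16 h (0.00832). The former passed the threshold with DESeq2 (adjusted p 0.0211), without TMM factors (0.0225), with the replicate number as a block (0.0373) and with quality weights (0.0449). The latter call was lost without control replicate 1 (limma adjusted p 0.0537), without control replicate 2 (0.059) and with only the libraries compared (0.131), and the fall was 0.69 without TMM factors (0.0107).

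**Figure D3:**
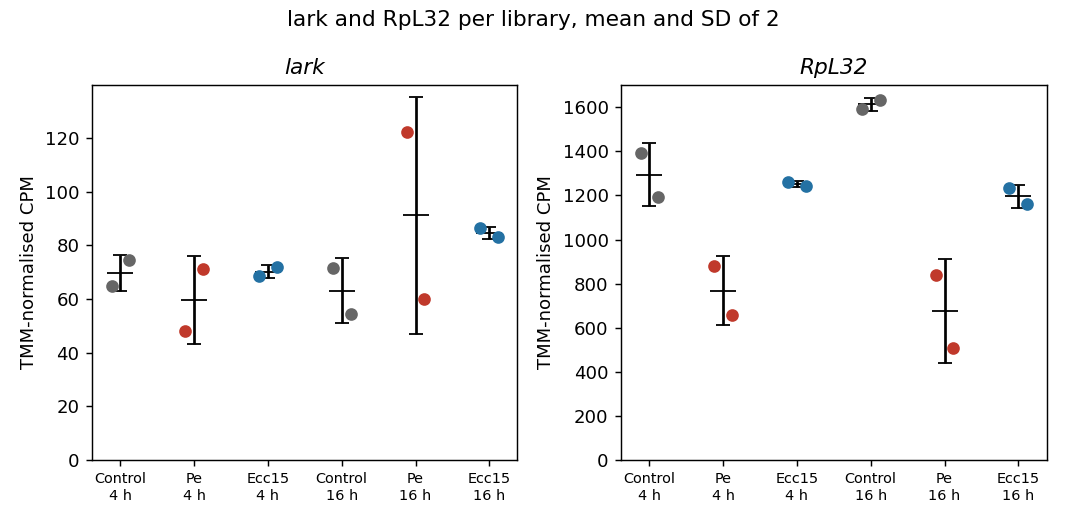
TMM-normalised CPM of lark (left) and RpL32 (right) in each library (points), with the mean and SD of the 2 libraries of each group (bars); both vertical axes start at 0. The Pe 16 h libraries lie at 122.3 and 60 CPM of lark, and RpL32 is lower in all 4 Pe libraries (507 to 880 CPM) than in the 4 controls (1195 to 1633 CPM).

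Of the other genes named in the study's text, Rel (FBgn0014018) rose from 109 ± 5.22 to 1745 ± 106 CPM in Pe at 4 h (SD, n = 2), a log2 fold change of 4.01 (limma adjusted p 0.000805), and by 2.03 in Ecc15 at 4 h (limma adjusted p 0.0208). The Ecc15 call was lost without control replicate 1 (limma adjusted p 0.123), control replicate 2 (0.117), Ecc15 replicate 1 (0.123) or Ecc15 replicate 2 (0.12), and without TMM factors (0.091). At 16 h Rel was not called in Pe (log2 fold change 1.26, limma adjusted p 0.0631), except without Pe replicate 1 (2.08, 0.000678) or without TMM factors (1.89, 0.0331), and not in Ecc15 (0.84, 0.207), except with quality weights (0.84, 0.00921) or only the libraries compared (0.75, 0.0433). edgeR's quasi-likelihood test gave 1.45 for Pe (adjusted p 0.0445) and DESeq2 1.42 (0.006). Stat92E (FBgn0016917) rose by 1.03 in Pe at 4 h (limma adjusted p 0.0256). This call was lost without control replicate 1 (0.134), control replicate 2 (0.108) or Pe replicate 2 (0.124), without TMM factors (0.0655) and with only the libraries compared (0.0684). Its other changes were 0.17, -0.38 and -0.24 (limma adjusted p 0.782, 0.294 and 0.548 in Ecc15 at 4 h, Pe at 16 h and Ecc15 at 16 h). Without Pe replicate 2 the Pe value at 16 h was -0.71 (limma adjusted p 0.0427), and without TMM factors 0.24 (0.637).

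Gcn2 (FBgn0019990) fell by 0.94 in Ecc15 at 4 h (limma adjusted p 0.031) and by 1.10 at 16 h (0.0139). The 4 h call was lost without control replicate 1 (0.126), control replicate 2 (0.195), Ecc15 replicate 1 (0.194) or Ecc15 replicate 2 (0.107) and without TMM factors (0.0753). The 16 h call was lost without control replicate 2 (limma adjusted p 0.0977), Ecc15 replicate 1 (0.0908) or Ecc15 replicate 2 (0.0763). In Pe, Gcn2 changed by -0.65 at 4 h (limma adjusted p 0.0673) and by -0.21 at 16 h (0.514), and DESeq2 called the former (adjusted p 0.0219), as did limma with the replicate number as a block (0.0303). Cyp309a1 (FBgn0031432) rose in Pe by 1.78 at 4 h (limma adjusted p 0.0188) and 3.45 at 16 h (0.000986), and in Ecc15 by 1.84 at 16 h (0.0164) but not at 4 h (-0.58, 0.447). The Pe call at 4 h was lost without control replicate 1 (0.0718), control replicate 2 (0.114), Pe replicate 1 (0.0788) or Pe replicate 2 (0.0555), and with quality weights (0.0983). The Ecc15 call at 16 h was lost without control replicate 1 (limma adjusted p 0.113), control replicate 2 (0.0593) or Ecc15 replicate 2 (0.123).

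Atg7 (FBgn0034366) rose by 1.01 in Ecc15 at 4 h (limma adjusted p 0.016). This call was lost without control replicate 1 (0.109), control replicate 2 (0.108), Ecc15 replicate 1 (0.112) or Ecc15 replicate 2 (0.0989), and without TMM factors (0.0753). Its changes in Pe at 4 h, Pe at 16 h and Ecc15 at 16 h were 0.17, 0.20 and 0.54 (limma adjusted p 0.576, 0.483 and 0.11). The second was called without TMM factors (0.82, 0.0342) and the third with quality weights (0.53, 0.0247). Psi (FBgn0014870) and mthl10 (FBgn0035132) were not called in any of the 4 infection comparisons, with log2 fold changes of -0.96 to 0.67 for Psi (limma adjusted p 0.281 to 0.939) and -0.34 to 0.48 for mthl10 (0.231 to 0.834). The Pe value at 16 h turned sign for Psi without Pe replicate 1 (-0.66) or control replicate 2 (-0.39), for mthl10 without Pe replicate 1 (0.06), for Atg7 without control replicate 1 (-0.04) and for Gcn2 without Pe replicate 1 (0.11). At 4 h the Ecc15 value turned sign for Psi without Ecc15 replicate 1 (-0.06) and for RpL32 without control replicate 1 (0.07). Without Pe replicate 2, mthl10 passed the threshold in Pe at 16 h (-0.69, limma adjusted p 0.0492). RpL32 changed by -0.05 in Ecc15 at 4 h (limma adjusted p 0.953) and by -0.43 at 16 h (0.286). The latter was called with quality weights (0.0222) and with only the libraries compared (0.0247).

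Next, lists of genes with known gut functions were tested with camera. The median log2 fold change of 25 antimicrobial and IMD-pathway genes was 4.74 in Pe at 4 h (camera adjusted p 1.59e-10), 6.57 in Ecc15 at 4 h (2.35e-16), 4.02 in Pe at 16 h (5.39e-05) and 5.66 in Ecc15 at 16 h (8.44e-11). At 16 h the controls held no read of 4 of these genes. With these at the bound that the floor of 3 reads allows, the medians were 3.64 and 4.73. Over all genes tested 18, 19, 14 and 15 members were higher and 0 lower in the same order, and adjusted over the list alone 20, 19, 15 and 18 were higher and 0, 0, 3 and 0 lower. With only the libraries compared, where the filter removed members absent from controls, the medians were 4.24, 3.21, 0.98 and 3.15. The member with the smallest adjusted p in Pe at 4 h was AttD (FBgn0038530), with a log2 fold change of 7.10 (limma adjusted p 8.73e-05).

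The epithelial renewal and stress signalling list had a median of 1.83 in Pe at 4 h (camera adjusted p 0.000176), 0.91 in Ecc15 at 4 h (0.00367), 0.71 in Pe at 16 h (0.0118) and 0.19 in Ecc15 at 16 h (0.964). Over all genes tested 10, 3, 7 and 3 members were higher and 1, 1, 0 and 1 lower, and adjusted over the list alone 10, 4, 8 and 3 were higher and 1, 1, 0 and 2 lower. The third call was lost without Pe replicate 2 (camera adjusted p 0.0564) and without TMM factors (median 1.32, 0.109). The leading member was Gadd45 (FBgn0033153), with a log2 fold change of 6.39 in Pe at 4 h (limma adjusted p 0.000124). The oxidative stress and detoxification list had a median of 1.66 in Pe at 4 h (camera adjusted p 5.39e-05), 0.76 in Ecc15 at 4 h (0.0205), 1.62 in Pe at 16 h (0.0595) and 1.12 in Ecc15 at 16 h (0.000145). Of its members 16, 3, 13 and 10 were higher and 2, 0, 5 and 1 lower over all genes tested, and adjusted over the list alone 20, 3, 14 and 12 were higher and 4, 0, 6 and 1 lower. The second call was lost without control replicate 2 (camera adjusted p 0.0817), and the third list value passed the threshold without control replicate 2 (0.037). The leading member was Prx6c (FBgn0033518), with a log2 fold change of 7.07 (limma adjusted p 0.000339).

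The heat shock list had medians of 1.77, 1.76, 2.38 and 0.31 in Pe at 4 h, Ecc15 at 4 h, Pe at 16 h and Ecc15 at 16 h (camera adjusted p 0.336, 0.0816, 0.0595 and 0.956). The list passed the threshold in Ecc15 at 4 h and Pe at 16 h with the replicate number as a block and with quality weights. It also passed in Ecc15 at 4 h without TMM factors and with only the libraries compared, and in Pe at 16 h without a low-count filter. These values are given below. Over all genes tested, and also adjusted over the list alone, 1, 1, 0 and 0 members were higher and 0 lower. At 16 h, Pe replicate 1 had a list median of 0.18 over the control mean and Pe replicate 2 one of 5.41. Without Pe replicate 1 the median was 4.6 (camera adjusted p 3.63e-05), and without Pe replicate 2 it was 0.19 (0.97). The leading member was stv (FBgn0086708), which rose by 2.38 in Pe at 4 h (limma adjusted p 0.00897) and was not called without control replicate 1 (0.0571), control replicate 2 (0.054) or Pe replicate 2 (0.0525).

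The digestive enzyme list fell after Pe. Its median was -1.5 in Pe at 4 h (camera adjusted p 2.13e-05) and -3.79 at 16 h (1.51e-10), against -0.05 (0.426) and 0.28 (0.336) in Ecc15. In Pe 8 members were lower at 4 h and 21 at 16 h over all genes tested, with 0 higher. In turn, 1 was lower in Ecc15 at 4 h and 5 higher at 16 h. Adjusted over the list alone, 7 and 30 were lower and 0 and 1 higher in Pe, and 0 were lower and 0 and 4 higher in Ecc15. The list median over the control mean was -1.10 and -2.10 in the Pe libraries at 4 h, and -1.29 and -5.98 at 16 h. Leaving out Pe replicate 1 at 16 h moved the median to -5.97, and leaving out Pe replicate 2 moved it to -1.27. The leading member, iotaTry (FBgn0015001), fell from 550 ± 16.8 to 43.6 ± 2.61 CPM in Pe at 4 h (SD, n = 2; log2 fold change -3.66, limma adjusted p 0.000571).

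Cytoplasmic ribosomal protein genes had medians of -0.51 in Pe at 4 h (camera adjusted p 7.4e-09), -0.04 in Ecc15 at 4 h (0.225), -1.02 in Pe at 16 h (1.37e-16) and -0.38 in Ecc15 at 16 h (8.55e-07). Over all genes tested 2, 0, 57 and 4 of 74 were lower and 0 higher, and adjusted over the list alone 0, 0, 66 and 2 were lower and 0, 0, 1 and 0 higher. The list was drawn by symbol, so it held RpL24-like and RpLP0-like, which are named only as similar to such genes. RpL24-like was 1 of the 2 lower in Pe at 4 h and 1 of the 4 in Ecc15 at 16 h. Without Pe replicate 2 the Pe medians were -0.33 at 4 h and -0.63 at 16 h, both still past the threshold (camera adjusted p 0.00011 and 1.26e-11). Without TMM factors the Pe median at 16 h was -0.41 (4.32e-27) while all genes shifted to 0.636, and the Ecc15 median at 4 h was -0.21 (0.000276). At 4 h in Ecc15, the median was 0.05 without control replicate 1 (0.978) and -0.15 without control replicate 2 (0.0178). RpS15Ab (FBgn0033555) led the list at -0.91 in Pe at 4 h (limma adjusted p 0.0197). It has a near-identical copy, and its call was lost without control replicate 1 (0.117), control replicate 2 (0.084), Pe replicate 2 (0.0924) and with only the libraries compared (0.0565).

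Splicing regulator genes had medians of -0.11, 0.05, 0.11 and 0.18 in Pe at 4 h, Ecc15 at 4 h, Pe at 16 h and Ecc15 at 16 h (camera adjusted p 0.518, 0.964, 0.567 and 0.964). Of the members 2, 0, 5 and 1 were higher and 1, 0, 4 and 1 lower over all genes tested, and adjusted over the list alone 1, 0, 5 and 0 were higher and 1, 0, 4 and 0 lower. The list held the clock gene Clk (FBgn0023076) by mistake, which was 1 of the 4 lower in Pe at 16 h. In a test added after the data were seen that omits it, the medians were -0.11, 0.06, 0.115 and 0.23 (camera adjusted p 0.469, 0.892, 0.435 and 0.892). With it in the list, the sign turned in Pe without replicate 1, to 0.04 at 4 h and -0.13 at 16 h, and in Ecc15 at 4 h without control replicate 1 (-0.05) and without TMM factors (-0.11). U2af50 (FBgn0005411) led this list at 0.87 in Pe at 4 h (limma adjusted p 0.00958). Its call was lost without control replicate 1 (0.0796), control replicate 2 (0.0519) and with only the libraries compared (0.0692). Ovary genes had medians of 0.15, 0.46, 0.47 and 0.31 (camera adjusted p 0.903, 0.903, 0.424 and 0.964). Over all genes tested 1, 0, 1 and 0 members were higher and 0 lower, and adjusted over the list alone 0, 0, 1 and 0 were higher and 0 lower. The sign turned in Pe at 4 h without Pe replicate 1 (-0.13), in Ecc15 at 4 h without Ecc15 replicate 1 (-0.16) and in Ecc15 at 16 h without control replicate 2 (-0.11). Its leading member osk (FBgn0003015) had 2 reads in the 4 h controls and 51 in Pe, a ratio of 20.9 (95% exact interval 5.49 to 177). The osk call in Pe at 4 h (limma adjusted p 0.0374) was lost without control replicate 1 (0.219), control replicate 2 (0.0936) or Pe replicate 2 (0.103), without TMM factors (0.0552) and after thinning (0.0758). In the edgeR test its adjusted p was 0.0568.

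The list calls depended on the correlation assumed between genes. Under fry, calls held for the antimicrobial list in all 4 comparisons, for renewal and stress signalling in Pe at both times, for oxidative stress in Pe at 4 h and Ecc15 at 16 h, and for digestive enzyme and ribosomal protein genes in Pe at 16 h. The oxidative stress list in Pe at 16 h was also called under fry (adjusted p 0.0266). The other camera calls were lost. With the correlation estimated from the data none of the 32 list tests passed the threshold, and the smallest adjusted p was 0.063.

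**Figure D4:**
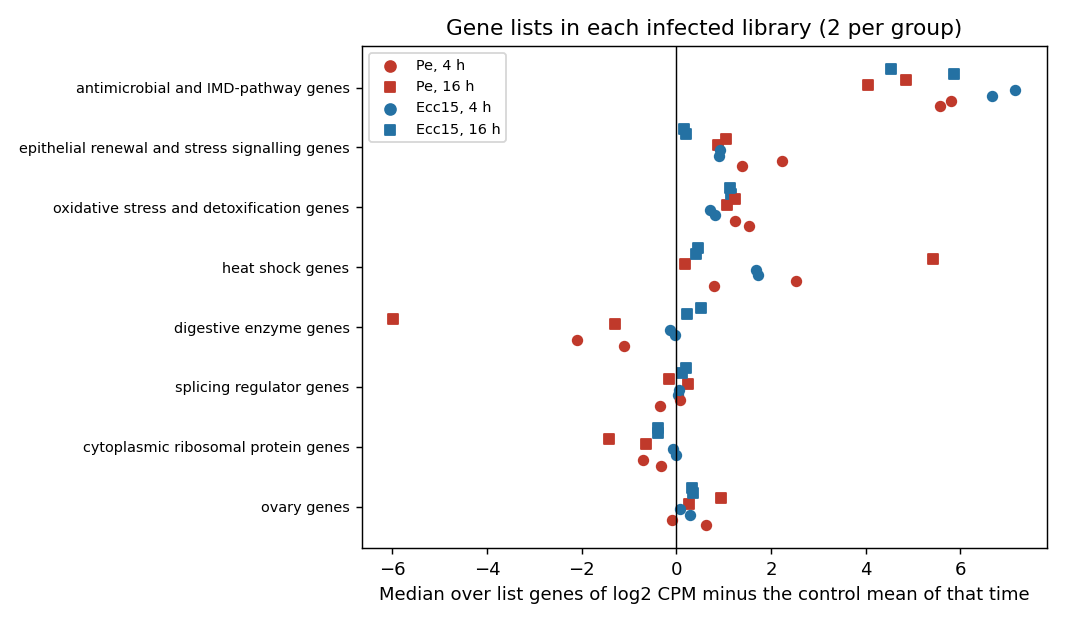
Median over the genes of each list (vertical axis) of log2 CPM minus the control mean of the same time (horizontal axis, log2 units), with 1 point for each infected library; colours give the pathogen, circles 4 h and squares 16 h. The Pe 16 h libraries lie apart for heat shock genes (0.18 and 5.41) and digestive enzyme genes (-1.29 and -5.98).

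In the comparison of the pathogens with each other, 621 genes differed at 4 h, 377 higher and 244 lower in Pe, and 2738 at 16 h, 1291 higher and 1447 lower in Pe. With only the libraries compared 0 and 176 genes differed, and 785 and 1312 with quality weights. The 0 is from limma, where 2162 of 9656 genes had an unadjusted p under 0.05, and over all 12 libraries edgeR's quasi-likelihood test called 668 genes at 4 h and DESeq2 1691. Without TMM factors, 87.8% of the genes that differed at 16 h were higher in Pe, against 47.2% with them. The majority at 16 h also turned with the test. edgeR's quasi-likelihood test called 1645 genes higher and 1365 lower in Pe, and DESeq2 2085 higher and 1617 lower. At 4 h, 960 genes differed without Pe replicate 1, 317 without Pe replicate 2, and 24 and 26 without Ecc15 replicate 1 and 2. At 16 h, the counts were 4772 without Pe replicate 1, 2089 without Pe replicate 2, and 1042 and 608 without Ecc15 replicate 1 and 2. The genes higher in Pe at 4 h by the most were CG42365 (FBgn0259711; log2 difference 5.38, limma adjusted p 0.00362) and CG14204 (5.31, 0.00236). Those lower in Pe by the most were GstD8 (-5.28, 0.000668) and Cyp4d1 (FBgn0005670; -4.02, 0.0351). With only the libraries compared none of these 4 was called, with limma adjusted p of 0.0861, 0.0728, 0.0621 and 0.0566. Cyp4d1 was also lost without Pe replicate 1 (0.0571), Pe replicate 2 (0.0886), Ecc15 replicate 1 (0.194) or Ecc15 replicate 2 (0.2). At 16 h, CG11893 (FBgn0039316; 8.27, limma adjusted p 1.85e-05) and CG31380 (FBgn0051380; 7.77, 0.00339) were higher in Pe, and CG7953 (FBgn0028533; -9.29, 0.00391) and LManVI (-8.74, 0.000135) lower. CG11893 had 337 ± 14.5 CPM in Pe and 1.09 ± 0.156 in Ecc15 (SD, n = 2). CG7953 was not called with only the libraries compared (limma adjusted p 0.111).

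At 4 h, 741 genes were called in both pathogens, which was 71.5% of the genes called in Ecc15 and 34% of those called in Pe. Of these, 739 changed in the same direction. At 16 h, 795 were called in both, which was 47.5% of the genes called in Ecc15 and 29.9% of those called in Pe. Of these, 755 changed in the same direction. In simulations of unchanged groups against the same controls, at most 2 genes were called in both at 4 h and 0 at 16 h. These counts rested on single libraries. At 4 h they were 197 and 148 without control replicate 1 and 2 and 237 and 185 without Ecc15 replicate 1 and 2. At 16 h they were 172 and 187 without control replicate 1 and 2, 264 and 317 without Ecc15 replicate 1 and 2, and 1501 and 1262 without Pe replicate 1 and 2. Across genes, which are not independent replicates, the log2 fold changes of both pathogens had a Pearson's r of 0.731 and a Spearman's rho of 0.625 at 4 h, and 0.51 and 0.457 at 16 h. Unchanged groups gave a mean r of 0.503 (SD 0.0199, highest of 100 draws 0.553) at 4 h and 0.499 (SD 0.0181, highest 0.552) at 16 h, since the controls are shared. The observed r at 4 h lay above all 100 draws and that at 16 h within them. The draws gave every group the same spread per gene, whereas Pe replicates lay further apart. They cannot tell what r unchanged groups of unequal spread would give, so the place of the 16 h value decides nothing. Between times, 1199 genes were called in Pe both at 4 h and at 16 h, 1158 in the same direction, and 674 in Ecc15, 669 in the same direction.

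Between the controls of both times limma called 0 genes at an adjusted p under 0.05, with 311 (3.04%) at an unadjusted p under 0.05. This share depended on the spread, as it was 1383 genes (13.5%) with quality weights, which called 3, and 1130 (12%) with only the libraries compared, which called 0. edgeR's quasi-likelihood test called 0 genes and DESeq2 19. The Pe response differed between 16 h and 4 h at 310 genes, 123 with a higher and 187 with a lower value at 16 h, and the Ecc15 response at 1 gene, CG3348. With quality weights the counts were 26 for Pe and 784 for Ecc15, and with only the libraries compared 4 and 561. Without TMM factors 87.1% of the genes called for Pe had a higher value at 16 h, against 39.7% with them. The Pe count was 45 and 10 without control replicate 1 and 2 at 4 h, 55 and 10 without control replicate 1 and 2 at 16 h, 651 and 167 without Pe replicate 1 and 2 at 4 h, and 1055 and 1016 without Pe replicate 1 and 2 at 16 h. The Ecc15 count was 0 by limma when any 1 of its 8 libraries was left out, with 479 to 705 genes at an unadjusted p under 0.05. Over all libraries 873 genes had such a p for Ecc15, where edgeR's quasi-likelihood test called 6 genes and DESeq2 237.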

Values the study reported

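In w1118 flies the study reported 493 intron retention events after Pe infection and 200 after Ecc15 infection. It stated that 40% of the latter were shared with the former. In a separate set of guts from 38 inbred lines, it reported 2471 genes that were differentially expressed after infection. These are counts of splicing events, or counts from other samples, and so are other measures than the gene counts of the w1118 libraries.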

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

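The settings were planned, but their use as tests of depth, spread and scaling, the tests of exchanged labels, the list tests of the time difference and the refits of single time differences for lists and for genes other than Ugt35C1, FBgn0022772, CG12896, Prx6c and, in Ecc15, CG3348 were chosen only after the result was seen. Each difference here is the response at 16 h minus the response at 4 h, tested as an interaction.

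The Pe response differed between times at 310 genes. The named genes among them with a lower value at 16 h were CG12896 (-8.96), Prx6c (-8.45), CG14499 (-8.07), CG14204 (-7.30), LManVI (-4.74), PGRP-SD (-3.87) and CG3348 (-2.56), all in log2 units and with limma adjusted p between 0.00627 and 0.0327. Those with a higher value were Ugt35C1 (5.34), FBgn0022772 (5.04), CG11893 (4.33), SmydA-9 (1.84) and U2af50 (1.16), with limma adjusted p between 0.00459 and 0.048. Prx6c had 767 ± 275 CPM in Pe at 4 h and 3.03 ± 0.614 at 16 h (SD, n = 2). Ugt35C1 had 46.1 ± 34 CPM in Pe at 4 h and 762 ± 68.6 at 16 h, against 155 ± 9.59 and 75.4 ± 6.11 in the controls. CG12896 and Prx6c may share reads.

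Many of these calls were lost when 1 library was left out, though every log2 difference kept its sign. Leaving out a Pe 16 h library takes that pair out of the shared spread, so the larger counts without it do not show that a call is independent of it. Leaving out a control library lost the calls of CG14499, CG14204, LManVI, PGRP-SD, SmydA-9 and U2af50 for each of the 4 controls, with limma adjusted p of 0.0652 to 0.237. Without 4 h control replicate 1 the adjusted p was 0.0536 for CG12896 and 0.0506 for Ugt35C1. Without 4 h control replicate 2 it was 0.0698 for CG12896, 0.0518 for Prx6c, 0.0651 for Ugt35C1, 0.0953 for FBgn0022772 and 0.0604 for CG3348. Without 16 h control replicate 1 it was 0.0677 for FBgn0022772. Without 16 h control replicate 2 it was 0.089 for CG12896, 0.0636 for Prx6c, 0.0697 for Ugt35C1, 0.119 for FBgn0022772, 0.0683 for CG3348 and 0.0626 for CG11893. Without Pe 4 h replicate 2 it was 0.0613 for CG14499, 0.0513 for PGRP-SD, 0.054 for LManVI, 0.071 for SmydA-9 and 0.0827 for U2af50. The count of 310 was 45 and 10 without 4 h control replicate 1 and 2, 55 and 10 without 16 h control replicate 1 and 2, 651 and 167 without Pe 4 h replicate 1 and 2, and 1055 and 1016 without Pe 16 h replicate 1 and 2.

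Depth alone leaves most of the pattern in place, since 271 of the 310 genes stayed past the threshold with the same sign when counts were thinned to 1 total. Library scaling as the whole cause is argued against by 196 of them, which did so without TMM factors, and gene length bias by 270, which did so after a length trend was removed from each library over the 92.1% of tested genes with a length. PGRP-SD was not among the genes kept in the first and second of these tests (limma adjusted p 0.0556 and 0.0565). Unequal spread between groups stays open. With quality weights 26 of the 310 genes stayed past the threshold, among them CG14204, CG11893, Ugt35C1 and FBgn0022772 (limma adjusted p 0.0222 each), and the other named genes did not (0.0607 to 0.209). With only the libraries compared 4 of the 310 stayed, all with a lower value at 16 h, among them Prx6c (0.00653) and CG12896 (0.0198), and the other named genes did not (0.0544 to 0.184). Only 2 genes, neither of them named by the rule, stayed in both fits. Both fits called more genes for the Ecc15 time difference (784 and 561, against 1), so their power was not lower in every comparison. With quality weights all 12 libraries were kept, and the loss of Pe calls went with the lower weights of the Pe libraries. A lost call does not tell whether a gene is unchanged or its change is hidden by the spread. An exchange of the 4 h and 16 h labels of a pair of Pe libraries was first tested by correlation. The mean correlation of Pe replicates was 0.9334 as labelled and 0.9387 with the libraries of the same number paired, a small gap that an exchange or an experiment shared by libraries of 1 number would each give, and 0.9136 with the libraries of different numbers paired. Correlation thus does not decide on an exchange that pairs the same number, and goes against one that pairs different numbers. A second test, chosen after the first, gave 0 called genes by limma under each of the 4 possible exchanges, against 310 as labelled. An exchange would put both times into each labelled group, so these counts argue against it. A change of the Pe response with time is the design's own explanation and stays open beside an unequal spread.

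The Ecc15 response differed between times at 1 gene by limma, CG3348 (FBgn0040609). Its log2 difference was -2.92 (SE 0.279, limma adjusted p 0.0371). It had 45.9 ± 4.57 CPM in the control and 186 ± 26.2 in Ecc15 at 4 h, and 141 ± 17.6 and 74.6 ± 9.83 at 16 h (SD, n = 2), so that the controls moved as well. The limma adjusted p was 0.03202 with thinned counts, 0.0006487 with quality weights, 0.0122 with only the libraries compared, 0.02179 without TMM factors and 0.009111 after the length correction, which argues against depth, unequal spread, scaling and length as the whole cause. The call was lost when any 1 of the 8 libraries was left out, with limma adjusted p of 0.239 and 0.214 without 4 h control replicate 1 and 2, 0.156 and 0.371 without 16 h control replicate 1 and 2, 0.216 and 0.212 without Ecc15 4 h replicate 1 and 2, and 0.0825 and 0.175 without Ecc15 16 h replicate 1 and 2. It was also lost with the replicate number as a block (0.0524). The log2 difference itself stayed between -3.06 and -2.77 in these fits. A change of the response with time may therefore be present, and these libraries do not settle it.

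In the camera tests of the Pe time difference, antimicrobial and IMD-pathway genes had a median of -1.35 (camera adjusted p 0.00129), digestive enzyme genes -1.86 (7e-05), splicing regulator genes 0.25 (0.0388, and 0.0175 when the list omits Clk) and ribosomal protein genes -0.49 (2.47e-05). For the Ecc15 time difference, epithelial renewal and stress signalling genes had a median of -1.03 (camera adjusted p 0.000175), oxidative stress genes 0.57 (0.00332), digestive enzyme genes 0.66 (0.00342) and ribosomal protein genes -0.35 (4.19e-05). Under fry none of the 16 list tests passed the threshold, and the smallest adjusted p was 0.266. Within Pe, the digestive median was 0.10 without Pe 16 h replicate 2 (camera adjusted p 0.863) and -4.10 without Pe 16 h replicate 1. The ribosomal median was -0.08 without Pe 16 h replicate 2 (0.725), -0.25 without Pe 4 h replicate 1 (0.0691), -0.87 without Pe 16 h replicate 1 and 0.04 without TMM factors (0.00205). The splicing call was lost without Pe 4 h replicate 1 (0.443), Pe 16 h replicate 1 (0.272), 4 h control replicate 2 (0.0629) and 16 h control replicate 2 (0.166), and its median was 0.08 without Pe 16 h replicate 1, 0.41 without Pe 16 h replicate 2 and 0.79 without TMM factors (0.0148). The oxidative stress median in Ecc15 was 0.35 without 16 h control replicate 1 (0.0143). The digestive and ribosomal differences in Pe thus rested on Pe 16 h replicate 2. All 8 calls kept their sign and passed with thinned counts and with quality weights (camera adjusted p up to 0.0272 in each), for example the digestive Pe difference at -1.91 (5.91e-05) and -1.75 (1.14e-07). Length was not tested for the lists.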

How the results depend on the processing

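All settings here were planned except the splicing list that omits Clk, which was chosen after the data were seen and changed no call or sign of that list. Of 411 gene counts under a planned setting, 226 stayed within 1.5 times the reported count and 185 did not. Of 448 list results, 399 kept direction and side of the threshold, 14 passed it anew, 24 fell short of it and 11 turned sign. For lark 121 of 134 were kept, 10 turned sign and 3 passed anew. For named genes 958 of 1092 were kept, 104 fell short, 18 passed anew and 12 turned sign. For overlaps and correlations 37 of 56 were kept and 19 moved. Median-of-ratios factors moved no gene count by over 1.5 times. edgeR and DESeq2 were not run for lists, overlaps or correlations. Where no cause is named below, the cause was not tested.

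edgeR's quasi-likelihood test called 6 genes for the Ecc15 time difference. DESeq2 called 1742 genes in Ecc15 at 4 h, 2542 in Ecc15 at 16 h, 1691 between the pathogens at 4 h, 19 between the controls, 921 for the Pe time difference and 237 for the Ecc15 time difference, and its lark value in Ecc15 at 4 h was -0.001717 (adjusted p 0.998).

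Without TMM factors limma called 1 gene between the controls, 629 for the Pe time difference and 2 for the Ecc15 time difference. Heat shock genes passed the threshold in Ecc15 at 4 h (median 1.60, camera adjusted p 0.0198), as did ribosomal protein genes (-0.21, 0.000276), and the splicing median there was -0.11 (0.865). Epithelial renewal genes fell short in Pe at 16 h (1.32, 0.109). The log2 change of lark was -0.15 in Ecc15 at 4 h and 1.06 in Pe at 16 h (limma adjusted p 0.838 and 0.0247). Signs turned for Stat92E (0.24), Gcn2 (0.41) and mthl10 (0.28) in Pe at 16 h, and for Psi (-0.0338) and mthl10 (-0.0283) in Ecc15 at 4 h. In Pe at 16 h this follows from the shift of all genes that this scaling brings.

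Without a low-count filter the correlation of both responses at 4 h was 0.673, and oxidative stress (median 1.62, camera adjusted p 0.0178) and heat shock genes (2.41, 0.0112) passed the threshold in Pe at 16 h. With the filter of CPM above 1, 2 genes were called for the Ecc15 time difference and the ovary median in Ecc15 at 16 h was -0.0213 (0.772). With thinned counts 2 genes were called for the Ecc15 time difference. The other counts of changed genes under these 3 settings stayed within 1.5 times the reported ones, though genes lower in Pe than in Ecc15 at 4 h fell from 244 to 160 without the filter.

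With the replicate number as a block, limma called 0 genes for the Ecc15 time difference (1028 at an unadjusted p under 0.05), and heat shock genes passed in Ecc15 at 4 h (median 1.76, camera adjusted p 0.037) and in Pe at 16 h (2.48, 0.0231). The other counts under the block were 2638, 1193, 3098 and 1927 for Pe and Ecc15 at 4 h and then at 16 h, 839 and 3145 between the pathogens, 0 between the controls and 339 for the Pe time difference. Among the planned results of named genes, the block changed the calls of Gcn2 and RpL32 in Pe at 4 h and of CG3348 for the Ecc15 time difference. For the Pe time difference, 284 of the 310 genes stayed called under the block. Named genes other than Ugt35C1, FBgn0022772, CG12896 and Prx6c were not examined singly there. Over 15 pairs of groups the deviations of libraries with the same number correlated at -0.198 to 0.52 (median 0.125), with 8 pairs over 0.1. The block raised each count against the control and between the pathogens, as an effect of the experiment would. Only the count of the Ecc15 time difference fell. Whether the numbers pair the libraries thus stays open.

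Quality weights gave 3682 called genes in Ecc15 at 4 h, 1261 in Pe at 16 h, 4533 in Ecc15 at 16 h, 1312 between the pathogens at 16 h, 3 between the controls, 26 for the Pe time difference, 784 for the Ecc15 time difference and 1441 in both pathogens at 4 h. Heat shock genes passed in Ecc15 at 4 h (median 1.76, camera adjusted p 0.0075) and Pe at 16 h (2.17, 0.00931), oxidative stress genes in Pe at 16 h (1.62, 0.00914) and lark in Ecc15 at 16 h (0.43, limma adjusted p 0.0499). The Pe libraries had the lowest weights.

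With only the libraries compared, the counts were 1086 and 3062 in Pe and Ecc15 at 4 h, 410 and 3795 at 16 h, 0 and 176 between the pathogens at 4 h and 16 h, 4 and 561 for the Pe and Ecc15 time differences and 275 in both pathogens at 16 h. The 0 came with 2162 genes at an unadjusted p under 0.05, while edgeR's test over all libraries called 668 and DESeq2 1691. Oxidative stress genes fell short in Ecc15 at 4 h (median 0.58, camera adjusted p 0.0634), heat shock genes passed there (1.07, 0.00416), and in Ecc15 at 16 h the epithelial renewal and ovary medians were -0.14 and -0.11 (both 0.971). The lark value in Ecc15 at 4 h was -0.0003397 (limma adjusted p 0.998). This model keeps fewer genes by construction, since the filter then counts only the libraries compared. Each spread also rests on fewer libraries.

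Under fry, digestive (median -1.5, adjusted p 0.371) and ribosomal genes (-0.51, 0.159) fell short in Pe at 4 h, epithelial renewal (0.91, 0.107) and oxidative stress genes (0.76, 0.062) in Ecc15 at 4 h and ribosomal genes (-0.38, 0.345) in Ecc15 at 16 h, while oxidative stress genes passed in Pe at 16 h (1.62, 0.0266). With the correlation estimated in camera, all 15 calls fell short. The adjusted p was 0.0688, 0.063, 0.301 and 0.0688 for antimicrobial genes in Pe at 4 h (median 4.74), Ecc15 at 4 h (6.57), Pe at 16 h (4.02) and Ecc15 at 16 h (5.66). It was 0.657, 0.751 and 0.751 for epithelial renewal genes in the first 3 of these (1.83, 0.91 and 0.71), 0.565, 0.751 and 0.569 for oxidative stress genes in Pe at 4 h, Ecc15 at 4 h and Ecc15 at 16 h (1.66, 0.76 and 1.12), 0.751 and 0.657 for digestive genes in Pe at 4 h and 16 h (-1.5 and -3.79), and 0.751, 0.683 and 0.824 for ribosomal genes in Pe at 4 h, Pe at 16 h and Ecc15 at 16 h (-0.51, -1.02 and -0.38). The medians are the same by construction.

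Leaving out 1 library gave 748 (control replicate 2) to 2488 (Pe replicate 1) called genes in Pe at 4 h, 181 (control replicate 2) to 267 (Ecc15 replicate 1) in Ecc15 at 4 h, 982 (control replicate 2) to 4312 (Pe replicate 1) in Pe at 16 h and 461 (control replicate 1) to 523 (control replicate 2) in Ecc15 at 16 h. Between the pathogens the counts were 24 (Ecc15 replicate 1) to 960 (Pe replicate 1) at 4 h and 608 (Ecc15 replicate 2) to 4772 (Pe replicate 1) at 16 h. They were 10 (either control replicate 2) to 1055 (Pe 16 h replicate 1) for the Pe time difference and 0 for the Ecc15 time difference. Genes called in both pathogens numbered 148 (control replicate 2) to 843 (Pe replicate 1) at 4 h and 172 (control replicate 1) to 1501 (Pe replicate 1) at 16 h, and r was 0.673 (Ecc15 replicate 2) to 0.755 (control replicate 1) at 4 h and 0.408 (Pe replicate 1) to 0.558 (Pe replicate 2) at 16 h.

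For lists, the ranges of the medians with 1 library left out were, in Pe at 4 h, -0.35 to 0.0434 for splicing and -0.13 to 0.60 for ovary genes. In Ecc15 at 4 h they were 0.62 (control replicate 2, camera adjusted p 0.0817) to 0.90 for oxidative stress, -0.0486 to 0.12 for splicing, -0.15 (control replicate 2, 0.0178) to 0.0508 for ribosomal and -0.16 to 0.52 for ovary genes. In Pe at 16 h they were 0.66 to 1.06 for epithelial renewal (0.90 without Pe replicate 2, 0.0564), 1.11 to 1.48 for oxidative stress (1.39 without control replicate 2, 0.037), 0.19 to 4.6 for heat shock (the latter without Pe replicate 1, 3.63e-05) and -0.13 to 0.28 for splicing genes. In Ecc15 at 16 h ovary genes gave -0.11 to 0.45.

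For lark, the ranges were -0.54 to 0.00924 in Pe and -0.0868 to 0.11 in Ecc15 at 4 h, -0.0554 (Pe replicate 1) to 0.99 (Pe replicate 2, limma adjusted p 0.0289) in Pe at 16 h, -0.35 to 0.0441 between the controls, and -0.52 to 0.0304 and -0.49 to 0.62 between the pathogens at 4 h and 16 h. In Ecc15 at 4 h they were -0.0616 to 0.33 for Psi and -0.16 to 0.0659 for RpL32. In Pe at 16 h they were -0.48 to 0.11 for Gcn2, -0.66 to 0.95 for Psi, -0.037 to 0.47 for Atg7 and -0.69 (Pe replicate 2, limma adjusted p 0.0492) to 0.06 for mthl10.

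Depth limited few values. Thinning to the shallowest total moved none of the 4 counts against the control by over 1.5 times, and among named genes it lost the call of osk in Pe at 4 h, which had 2 reads in the 4 h controls, and that of PGRP-SD for the Pe time difference (limma adjusted p 0.0556).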

Other observations

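The tests of a Pe library from another group, of the strength of the Pe response and of lark over RpL32 were chosen only after the result was seen.

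Pe replicates lay further apart than those of the other groups, with 20.9% and 27.0% of genes over 1 log2 unit apart at 4 h and 16 h, against 6.71% to 9.97% elsewhere. Depth is not the whole cause, since at 1 total the lower of both Pe values was 20.19% and the highest other value 8.26%. A trend with abundance is not either (20.81% after its removal, 9.51% elsewhere), nor one with gene length (20.09%, 9.8% elsewhere). Ovary tissue is argued against by its list, which held at most 0.05407% of the reads of a Pe library and up to 0.094% in Ecc15 4 h replicate 1, whereas 20% and 30.4% of reads differed between the Pe replicates at 4 h and 16 h. This list had 10 tested genes. Its gene with the most reads over all libraries together was Yp3, a yolk protein gene that fat tissue expresses as well. A Pe library that belongs to another group was first tested by correlation. Pe 4 h replicate 1 and 2 and Pe 16 h replicate 1 each correlated better with some library outside Pe (0.9527, 0.9423 and 0.9424) than with the least similar Pe library (0.9035, 0.9238 and 0.9124), which leaves it open. In the second test, at 100 genes that separated the other 3 Pe libraries from the rest, each Pe library lay nearer to the Pe libraries at 69% or more, which goes against it.

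A candidate explanation is that the libraries of a Pe group hold the same response at different strength. At 16 h the difference between the replicates followed the Pe response at 4 h, which was measured in other libraries, with an r of 0.44 across genes, against -0.000567 for the Ecc15 pair. At 4 h the r was 0.161 for Pe and also 0.161 for Ecc15, so that a common strength and other differences cannot be told apart there. Infection dose and progress per fly were not measured here.

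Whether more genes respond to Pe than to Ecc15 stayed open, and the estimated size of the shared response was larger for Pe. The SD across genes of the part of the response shared by independent replicates was 1.15 or more for Pe and 0.975 or less for Ecc15 at 4 h, and 1.22 or more and 1.09 or less at 16 h, over both choices of control libraries. A larger spread between Pe replicates alone would not enlarge the part that independent replicates share. The choice of control libraries alone moved the Ecc15 value at 4 h between 0.827 and 0.975, however. These values thus lean against spread alone and do not settle it. They measure the size of the shared response and not the number of genes that respond. No test of these differences was run. The fits that let the spread differ gave more called genes for Ecc15, with 410 genes for Pe and 3795 for Ecc15 at 16 h in the model of only the libraries compared. Counts of called genes by themselves do not tell a larger response from a larger spread of Pe libraries.

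The Pe and Ecc15 responses correlated across genes (r 0.731 at 4 h), and both used the same controls. With separate control libraries for each pathogen r was 0.591 to 0.611 at 4 h and 0.41 to 0.431 at 16 h, which argues against shared controls as the whole cause at both times. At 16 h the r with shared controls, 0.51, lay within the range of unchanged groups drawn with equal spread. That range may not hold for Pe libraries, whose replicates lay further apart. Among genes called in both pathogens in the same direction, the change was larger in Pe at 58.2% at 4 h and 47.3% at 16 h.

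The ratio of lark to RpL32 rose in Pe by 0.517 on the log2 scale at 4 h, with 1 of 2 libraries above both controls, and by 1.76 at 16 h, with 2 of 2. In Ecc15 it rose by 0.0586 and 0.87. At 16 h RpL32 changed by -1.30 and lark by 0.47 in Pe. This split rested on the scaling and on single libraries. The changes of RpL32 and lark were -0.69 and 1.06 without TMM factors, -0.91 and 0.99 without Pe replicate 2, and -1.66 and -0.06 without Pe replicate 1. A fall of RpL32 and a rise of lark thus cannot be told apart as the larger part at 16 h, and at 4 h the rise of the ratio cannot be told apart from variation between libraries. Other reference genes were not tested.

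The intron retention counts quoted from the study are of another measure, and intron retention was not analysed here.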
